A study of Mus musculus with 2 samples. Its data were reported in "RUNX represses Pmp22 to drive neurofibromagenesis" (2019).

How the data were processed

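Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on primary neurofibroma cells of Nf1fl/fl;DhhCre mice, in which Nf1 is deleted in the Schwann cell lineage. There was 1 library made with an antibody against RUNX1 and 1 control library. The labels describe the control as input DNA in the title, while the library name in its description refers to mouse IgG, and the study's text also speaks of IgG. It is therefore called the control library here, and which of the 2 kinds it was could not be settled. With 1 library per group, no value has a replicate error, and no p-value for RUNX1 against control can be given.

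The submitters' processing notes name CASAVA 1.4, Bowtie2 2.2.6, HOMER 4.9 and the mm10 build. Per the study's methods, reads were trimmed, aligned with Bowtie2 and passed to HOMER, which called peaks in the RUNX1 library against the control library in its transcription factor mode, with minimum folds over the control and over the local background and a false discovery rate limit. Peaks were called once, from 1 library of each kind, with nothing pooled. The deposited peak score is a coverage signal: the authors' number of RUNX1 reads at the peak per 10 M reads, where M is 1000 times 1000, not divided by the control. The deposited focus ratio is a fraction, the share of reads lying on the expected side of the peak centre. The deposited annotation gives for each peak the nearest RefSeq transcription start site (TSS), the signed distance to it in bp and the kind of region. These choices shape the values: a fixed peak width removes any information on broad binding, a fold limit against the control removes regions that are strong in both libraries, and a nearest TSS need not be the regulated gene.

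The scores take steps of 0.484, the value of 1 read, and 99.9% of them lay within 0.1 of a whole number of reads. The step corresponds to 20.6 M reads of the RUNX1 library behind the scores, which need not be all the reads sequenced. Reads per peak were recovered by dividing by the step, and their exact Poisson 95% intervals, like the Wilson 95% intervals of shares, cover counting error only. The depth of the control library was not analysed here.

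Coordinates are those of mm10 as deposited. The sequence and genes came from GRCm38.p6, the assembly behind mm10. Curated RefSeq transcripts gave 26180 genes, 21000 of them protein coding. The deposited nearest gene matched the nearest gene of this annotation for 793 of the 877 peaks, and the region class matched for 96.5%. Shares of peaks by distance and region were compared with 10000 random placements of the peaks on their own chromosomes outside assembly gaps. Peaks kept the deposited distances, regions and nearest genes, while the placements took those of the curated RefSeq transcripts. Median scores of peaks near to and far from a TSS were compared by a 2-sided permutation test over peaks of the 1 library, with 100000 resamples. Motifs were searched on both strands in the central 200 bp of each peak and in windows of equal width 2 kb to either side, and ratios were given 95% intervals from 2000 bootstrap resamples of the peaks.

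The 16 gene lists, the motifs, the tests and the alternatives were fixed before the data were examined. For each list, the number of members with a peak within 20 kb of the TSS was compared with 10000 random gene lists, matched on the decile of the sequence nearest to each gene's TSS within 20 kb. The share of random lists with as many genes was adjusted over the 16 lists by the Benjamini-Hochberg method, with a threshold of 0.05. The smallest share that 10000 lists can give is 1e-04. The share describes this peak list and is no p-value for a condition. The list comparison was tested on simulated data: 1.5% of 400 lists drawn at random had an unadjusted share under 0.05, and 100% of 100 lists of 25 genes in which 6 were given a peak had an unadjusted share under 0.05 divided by 16. Lists with fewer planted genes were not simulated, although most lists called below had fewer members with a peak. The motif search classed 100% of 400 simulated windows correctly. All 398 list entries matched a gene. The lists were RUNX and partners, myelin and myelinating Schwann cell, Schwann cell lineage and repair cell, Ras-MAPK, AP-1 family, cell cycle, TGF-beta and BMP, Hippo and YAP, extracellular matrix, cytokines and NF-kB, immune cell, fibroblast, endothelial and perineurial, neuron, and housekeeping genes, and the 14 genes the study listed as direct targets. That last list was chosen by the study on this peak list and is not independent. Nor were the RUNX and AP-1 motifs blind to these peaks, since the study had reported RUNX and FRA1 motifs in them.

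The genes to be named were set by rule. They were the 14 study targets, the genes nearest to the 15 highest peaks where the TSS lay within 100 kb, up to 4 members per list with a peak within 20 kb by score, the 5 genes with the most peaks, with ties broken by the highest score, and Runx1, Runx2, Runx3, Cbfb, Nf1 and Sox10. The rule did not settle ties at the 15th score, which were taken in alphabetical order. Other genes are named only with the statement that they were chosen after their values were seen. Alternatives were peaks with at least the median score, peaks with at least the upper quartile of the score, merged peaks, other TSS windows, other random placements, other motif windows, backgrounds and motif forms, and other gene backgrounds. Alternatives added after seeing the data were autosomal genes only, lists without the study's targets, and a difference of mean scores. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9.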

Results

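RUNX1 binding was mapped in primary neurofibroma cells from Nf1fl/fl;DhhCre mice, a model in which loss of Nf1 in Schwann cells gives rise to nerve sheath tumors. The list held 877 RUNX1 peaks called against the control library, each 147 bp wide, from 1 library of each kind. About 20.6 M reads of the RUNX1 library lay behind the peak scores, as implied by the steps of the scores. Peak scores, the authors' own values in reads per 10 M reads, ran from 4.84 to 27.6 with a median of 7.26. The median peak held 15 reads, with an exact Poisson 95% interval of 8.40 to 24.7, and the weakest held 10, with an interval of 4.80 to 18.4, so most peaks could not be ranked against each other at this depth. There was no replicate, and intervals cover counting error only.

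The 15 peaks with the highest scores lay in introns and between genes. Promoters held 8.78% of all peaks, so few would be expected among 15, and the highest promoter peak scored 14.5. The highest score, 27.6, belonged to a peak in intron 1 of Shc3, an adaptor protein of receptor tyrosine kinase signaling (chromosome 13, 51519018 to 51519164, mm10), 48.0 kb downstream of the TSS. It was followed by an intergenic peak 14.9 kb downstream of the TSS of Gpx6, a glutathione peroxidase gene, with a score of 25.2 (chromosome 13, 21326999 to 21327145), and a peak in intron 1 of Stard13, which encodes a Rho GTPase-activating protein, with a score of 22.3 (chromosome 5, 151112840 to 151112986). Peaks in intron 4 of Kansl1 and 15.3 kb upstream of Slc16a11, both on chromosome 11 and both in annotated retroviral repeats, scored 21.8 and 21.3. Further genes nearest to the 15 highest peaks were Fam71f1 (20.8), Itgb3, an integrin subunit (15.5), Tpra1 (15.5), Fat1, an atypical cadherin (15), and Nmi (15). Of the 15 highest peaks, 10 lay within 100 kb of a TSS. A peak whose nearest TSS was that of Vdac3, a gene chosen after its value was seen, tied with the last of them at 15.

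Where RUNX1 sat relative to genes was the next question. All peaks lay on the autosomes, and 0 were listed on chromosomes X and Y. Of the 877 peaks, 85 lay within 1 kb of a TSS, or 9.69% (Wilson 95% interval 7.91% to 11.8%). Random placements gave 2.17%, so the share was 4.47 times higher, and none of the 10000 placements reached it. The placements were measured to the curated RefSeq TSSs, within 1 kb of which 10.5% of the peaks lay. Most peaks lay farther away. The class from 10 to 100 kb held 53.5% of the peaks against 47.6% at random, and 20.3% lay beyond 100 kb against 34.7% at random. Within 100 kb lay 79.7% of the peaks, against 65.3% of these placements, a ratio of 1.22. Placement within 1 Mb of each peak gave 75.9%, a ratio of 1.05, so the contrast at 100 kb was much smaller against nearby sequence. Within 1 kb the ratio to the nearby placements was 3.52. Between 1 and 10 kb the share of 16.5% fell inside the random range of 13.2% to 18.0%. Among the 233 peaks with 18 reads or more, 6.01% lay within 1 kb of a TSS.

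**Figure D1:**
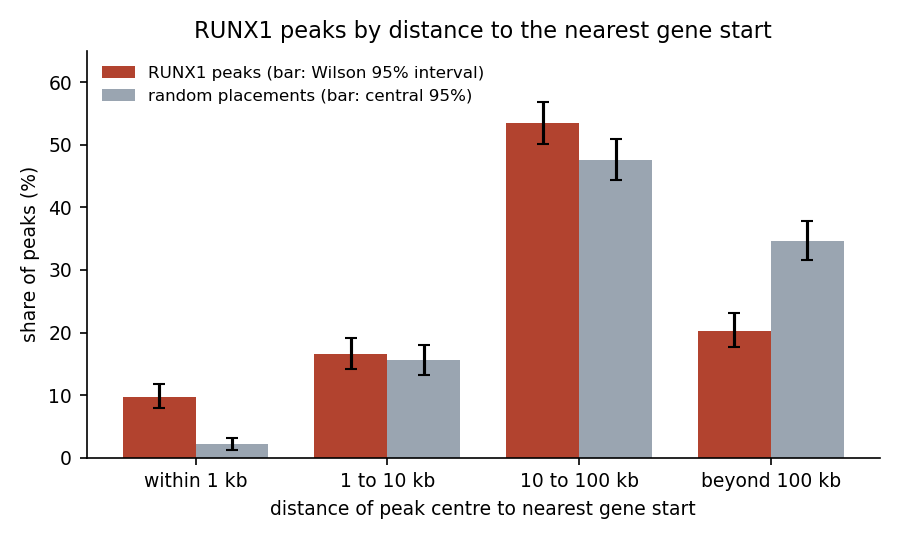
Share of the 877 RUNX1 peaks (y axis, percent) in 4 classes of distance to the nearest TSS (x axis), beside the mean of 10000 random placements; error bars are Wilson 95% intervals for the peaks and the central 95% for the placements. The peaks exceed the placements within 1 kb, 9.69% against 2.17%, and fall below them beyond 100 kb, 20.3% against 34.7%. Placements within 1 Mb of each peak, not shown, gave a ratio of only 1.05 within 100 kb.

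By kind of region, 390 peaks were intergenic (44.5%, interval 41.2% to 47.8%) and 375 intronic (42.8%, interval 39.5% to 46.1%). Promoters held 77 peaks, or 8.78% (interval 7.08% to 10.8%), which was 6.95 times the random share of 1.26%. Intergenic sequence held fewer peaks than the 56.7% given by random placement. Exons held 12 peaks, 3′ untranslated regions 10, and transcription termination sites 8, each inside the random range. Peaks within 1 kb of a TSS and the remaining 792 peaks had the same median score of 7.26. A 2-sided permutation test over peaks gave p = 1 for the difference of medians. With tied medians the test can give no other value, so it does not show equal strength. The mean score, compared after the medians were seen to tie, was 7.37 ± 1.58 (SD over peaks, n = 85) near a TSS and 7.93 ± 2.43 (n = 792) elsewhere, with a 2-sided permutation p = 0.0357. The strongest near-TSS score was 14.5, against 27.6 farther away, but the larger group is likelier to hold the higher maximum, so this shows no difference in strength.

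Whether the peaks held RUNX and AP-1 sites was asked next, and both were concentrated at the peak centers. The study had already reported the RUNX motif and that of FRA1, an AP-1 protein, as the most enriched. The RUNX core TGTGG was found in the central 200 bp of 793 peaks, or 90.4% (interval 88.3% to 92.2%), against 46.0% of windows 2 kb away, a ratio of 1.97 (bootstrap 95% interval 1.86 to 2.08). In the central 100 bp the ratio was 3.04. The consensus TGYGGT, in which Y is C or T, was present in 757 peaks, or 86.3%, against 17.7% of flanks, a ratio of 4.88 (interval 4.41 to 5.47). The longer form TGTGGTT was present in 443 peaks, or 50.5%, against 5.25% of flanks, a ratio of 9.63 (interval 7.83 to 12.3). The AP-1 site TGASTCA, bound by FOS and JUN family proteins, was present in 202 peaks, or 23.0%, against 4.22% of flanks, a ratio of 5.46 (interval 4.29 to 7.13). TEAD sites, bound by the partners of YAP, were found in 24.2% of peaks and 10.8% of flanks, and the SOX site in 33.4% and 25.3%. The reversed core GGTGT, a control, was found in 27.4% of peaks and 32.5% of flanks. The AP-1 site was found in 25% of the 120 peaks without TGYGGT (interval 18.1% to 33.4%) and in 22.7% of the 757 peaks with it (interval 19.9% to 25.8%), a difference that was within the counting error. The Gpx6 peak held no TGTGG core.

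**Figure D2:**
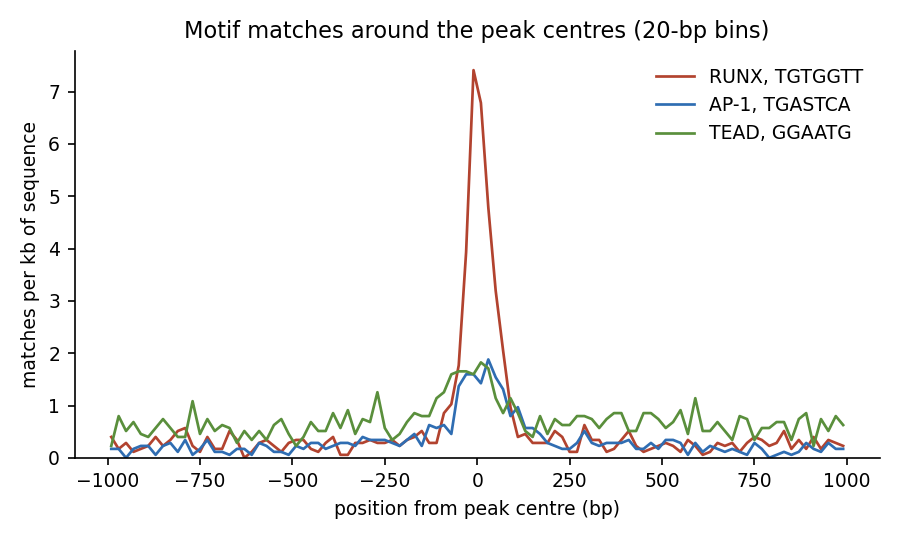
Matches per kb of sequence (y axis) to the RUNX, AP-1 and TEAD motifs in 20-bp bins, by position from the peak center in bp (x axis), summed over the 877 peaks. RUNX matches rose from 0.263 per kb at 500 to 1000 bp from the center to 7.10 per kb within 20 bp, and AP-1 matches from 0.166 to 1.51 per kb.

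The motif content differed between peaks near to and far from a TSS. The core TGTGG was in 65.9% of the 85 peaks within 1 kb of a TSS (interval 55.3% to 75.1%), against 47.1% of their flanks, and in 93.1% of the other 792 (interval 91.1% to 94.6%). The gap was smaller for TGYGGT, with 74.1% (interval 63.9% to 82.2%) near a TSS and 87.6% (interval 85.1% to 89.7%) elsewhere. The AP-1 site was in 7.06% of the peaks near a TSS (interval 3.28% to 14.6%), close to their flanks at 6.47%, and in 24.7% of the others (interval 21.9% to 27.9%). The intervals of the near and far peaks did not overlap for any of the 3 sites, and no further test of the difference was run.

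Genes near the peaks were examined next. The nearest TSS belonged to 798 distinct genes, and 332 genes had a peak within 20 kb, against 259 at random (range 233 to 286). Zfp608, a zinc finger gene, and Runx1 itself had 4 peaks each. At Runx1 on chromosome 16, 1 peak lay in the promoter 84 bp downstream of the TSS (92825917 to 92826063, score 7.26) and another in the 5′ untranslated region (92696604 to 92696750, score 6.78). Tle1, a Groucho corepressor that binds RUNX proteins, had 3 peaks, the strongest 199 kb from its TSS with a score of 19.4 and the nearest in its promoter with a score of 5.81. Ncam1, a neural cell adhesion molecule, had 3 peaks with scores of 5.81 to 8.72, of which 1 lay in its promoter (7.75). Eea1, an early endosome gene, had 3 peaks that all lay beyond 20 kb of its TSS. Runx2 had 1 peak, 144 kb from its TSS with a score of 6.78. Runx3, Cbfb, Nf1 and Sox10 were the nearest gene of no peak.

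The study's 14 direct targets each had a peak within 20 kb, as their selection required. Their 15 peaks lay 2.23 to 19.7 kb from a TSS, had a median score of 7.26, and 14 held the TGTGG core. Pmp22 scored highest at 14.5, followed by Syt6 (10.2), Sdc4 (9.69) and Bcl3 (9.20). Deptor and Fbln2 scored 7.75, Rnf157 and Col8a1 7.26, Mbp, Stk17b, Ern1 and Pstpip1 6.78, and Il4ra and Ccnd1 6.30. The list was chosen by the study on this peak list, so its 14 of 14 is not independent evidence (adjusted share 8e-04).

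Among the other 15 gene lists, 7 had more genes with a peak than random lists at an adjusted share under 0.05. Random lists were matched on sequence near the TSS and not on expression, so an excess need not be particular to a pathway. The random means of these lists ran from 0.201 to 0.693. A list with 1 gene near a peak therefore had to exceed its mean, which by itself shows no excess. Housekeeping genes had 1 of 20 against 0.214, inside the random range of 0 to 1. The immune cell and the endothelial and perineurial lists had no such gene. Of 22 Hippo and YAP genes, 4 had a peak against 0.363 at random (adjusted share 0.0044). They were Lats2 (score 9.20) and Sav1 (6.30), of the kinase cascade that restrains YAP, Ccn2, a YAP target named Ctgf in the deposited table (6.78), and Amotl2, an angiomotin gene (6.30). Of 26 TGF-beta and BMP genes, 4 had a peak against 0.415 at random (0.00512). They were Ltbp1, which encodes a latent TGF-beta binding protein (9.20), the Smad corepressor gene Ski (7.26), the signal transducer gene Smad2 (6.30) and the BMP receptor gene Bmpr1a (6.30). Of 15 AP-1 genes, 3 had a peak against 0.201 at random (0.0044), led by Fosl1, which encodes FRA1, at 11.1, with Fosb (6.30) and Jdp2 (5.81). These 3 lists held no study target.

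The other 4 calls were lost without the study's targets. Extracellular matrix genes had 6 of 40 (adjusted share 8e-04), among them Sdc4, Col4a1 (8.23), Fbln2 and Postn (7.75). Myelin genes had 3 of 23 (0.0112), Pmp22, Mbp and Prx (5.33), the last encoding periaxin. Cytokine and NF-kB genes had 3 of 35 (0.0384), Bcl3, Il4ra and Nfkb2 (8.23). RUNX and partner genes had 2 of 13 (0.0424), Runx1 and Tle1. Without the study's targets, a comparison added after seeing the data, 3 of 37 matrix genes (adjusted share 0.0648), 1 of 21 myelin genes (0.463), 1 of 33 cytokine genes (0.515) and 2 of 13 RUNX genes (0.0648) had a peak, and none of the 4 lists passed. Leaving those targets out removes genes known to have a peak, so it lowers the counts of 3 of these lists by construction. The RUNX list held no study target and kept its 2 genes. Its unadjusted share was 0.0212, and 0.0182 against random lists without the targets, so its call ended with the adjustment over the remaining 15 lists. Of all 15 lists, 1 passed with peaks of 15 reads or more, the matrix genes (5 genes, 8e-04), and 0 with peaks of 18 reads or more. Those 5 matrix genes include the study targets Sdc4, Fbln2 and Col8a1, so this pass is not independent of the study's choice. Within 10 kb of a TSS the matrix, TGF-beta, AP-1 and RUNX lists passed, and the Hippo (2 genes, 0.0544), myelin (2 genes, 0.0544) and cytokine (2 genes, 0.111) lists did not, nor did the RUNX list against protein coding genes (0.0532).

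The remaining lists did not pass. Schwann cell lineage and repair genes had 2 of 28, Ncam1 and Zeb2 (8.23), with an adjusted share of 0.112, and within 100 kb 4 (0.0315). Neuron genes had 2 of 35, Syt6 and Plxna1 (8.23), with 0.206. Ras-MAPK genes had 1 of 29, Ier3 (8.23), with 0.391, and cell cycle genes 1 of 24, Ccnd1, with 0.367. Fibroblast markers had 1 of 22, Postn, with 0.391, and housekeeping genes 1 of 20, Ubc (7.75), with 0.281. No immune cell marker of 30 and no endothelial or perineurial marker of 22 had a peak within 20 kb, against 0.383 and 0.362 at random (both with an adjusted share of 1), so a deficit could not have been detected.

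**Figure D3:**
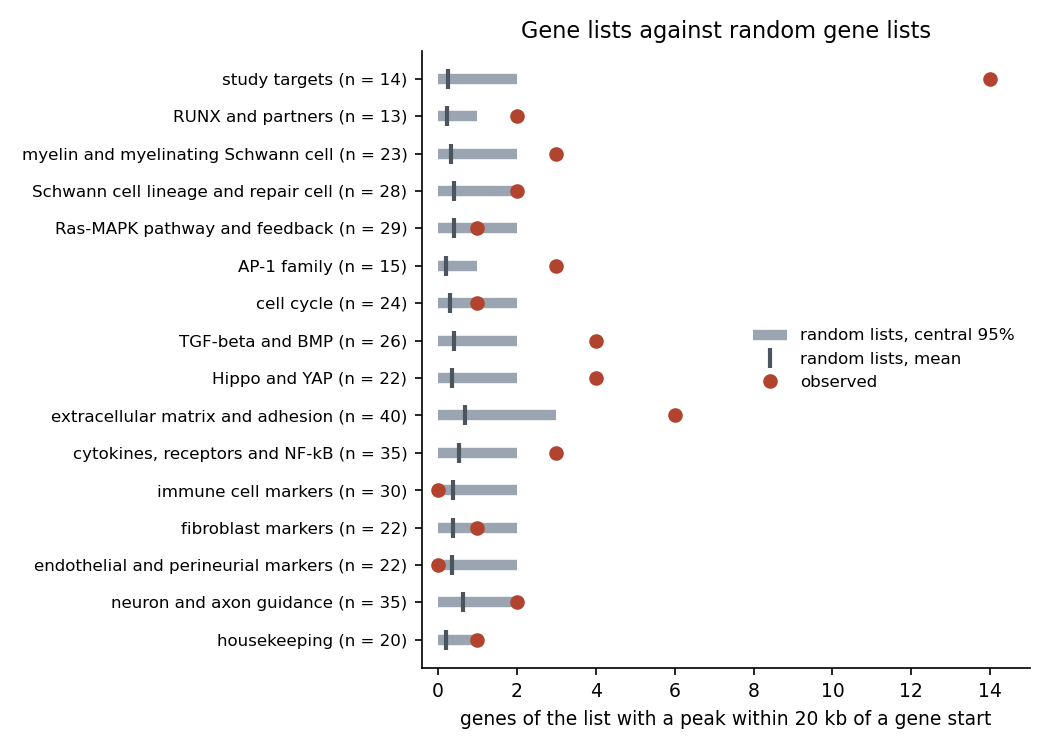
Number of genes with a peak within 20 kb of a TSS (x axis) in each of the 16 gene lists (y axis, list size in parentheses): points are observed counts, ticks the mean and bars the central 95% of 10000 random lists. The study's own targets stand at 14 of 14 by selection, and the Hippo and YAP and the TGF-beta and BMP lists stand at 4 against random ranges that end at 2.

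Pmp22, which encodes a peripheral myelin protein, was the gene the study followed up. Its 1 peak lay on chromosome 11 from 63115116 to 63115262 (mm10), 13.8 kb upstream of the nearest of 4 annotated Pmp22 TSSs and 16.3, 17.4 and 17.6 kb upstream of the others. The score of 14.5, or 30 reads, had an interval of 9.80 to 20.7 and stood at the percentile of 98.2, tied with 6 other peaks at rank 17 of 877. Within the peak the reference sequence held 4 TGTGG cores and 2 TGYGGT sites, and within 250 bp of the center it held 5 cores. No AP-1 site was present. The sequence of the peak is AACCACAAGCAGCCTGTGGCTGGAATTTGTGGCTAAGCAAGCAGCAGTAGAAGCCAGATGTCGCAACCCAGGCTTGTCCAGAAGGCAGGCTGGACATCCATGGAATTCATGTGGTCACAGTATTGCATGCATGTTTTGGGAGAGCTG. The deposited table places it in intron 5 of 6 of a transcript that the RefSeq annotation used here lists as the microRNA gene Mir6354 on chromosome 1. Among all genes annotated on the assembly, not only those with curated transcripts, it lies in intron 2 of 2 of Gm36926. This is a predicted long noncoding RNA on the minus strand.

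**Figure D4:**
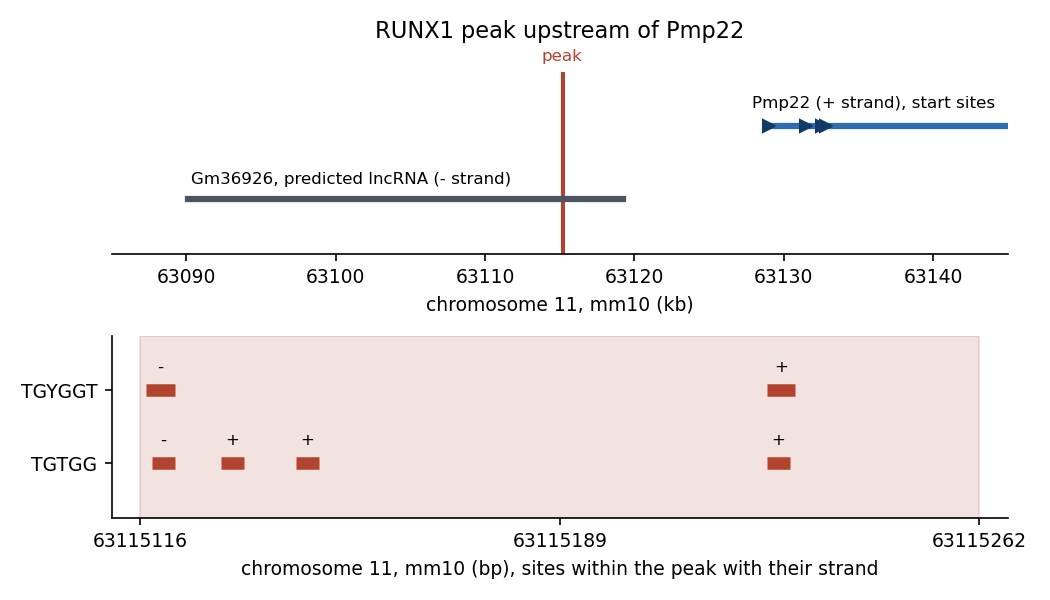
Upper map: position of the RUNX1 peak, the noncoding gene Gm36926 and the 4 Pmp22 TSSs on chromosome 11 (x axis, kb in mm10; Pmp22 continues to the right). Lower map: the TGTGG and TGYGGT sites in the 147-bp peak with their strand (x axis, bp); the peak holds 4 and 2 of them.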

Values the study reported

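The study reported that 11% of the RUNX1 peaks lay near the TSS, at a distance of up to 1 kb. It placed 79.5% of the peaks less than 100 kb from a TSS and 20.5% farther away. Combining these peaks with expression and chromatin accessibility data, it listed 14 genes as likely direct targets. The RUNX1 peak was placed 17.9 kb upstream of the Pmp22 TSS. In its motif search the RUNX motif and the FRA1 motif ranked as the most enriched.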

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

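All tests in this part were chosen after the patterns, though not the test values, had been seen, and the test on 32-base words and the comparison with peaks outside repeats were added after the motif shares of the repeat peaks were known.

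Repeat names in the detailed annotation column, which no comparison above used, placed 130 of the 877 peaks in an annotated repeat. Of these, 9 lay in the endogenous retroviral repeats RLTR19 or RLTR19B, including the peaks at Kansl1 and Slc16a11, 2 of the 5 highest in the list, and all 9 held TGTGGTT and 8 the AP-1 site. Among all repeat peaks 62.3% held TGTGGTT (Wilson interval 53.7% to 70.2%) against 4.62% of their flanks (2.66% to 7.89%), but so did 48.5% of the 747 peaks outside repeats (44.9% to 52.0%) against 5.35% of theirs, so the flanks do not test the repeats, and RUNX sites carried by the repeats cannot be told apart from reads misplaced from another copy, which would hold the site too if that copy carried it. The median repeat peak had 100% of its 32-base words at a single place in the genome, and the lowest RLTR19 peak 94.0%, which argues against misplacement between exact copies for most repeat peaks. Misplacement stays open for the 8 repeat peaks with under 50% of such words, and between copies that differ by a few bases for all.

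Higher peak numbers in the name column went with lower scores on each autosome (Spearman rho over peaks -0.953 to -0.655) and the numbers skipped 573 values in all. On chromosome 11, 129 were missing, 87 of them before the first peak kept, against a median of 21 over the autosomes. Smaller gaps were seen elsewhere: chromosome 9 missed 56, 36 of them before its first peak. Chromosomes 1 and 5 missed 66 and 47, with 8 and 1 before the first. With 1.5 times the reads from a gain of chromosome 11, the density there of peaks with 15 reads or more should match that of all peaks on the other autosomes, and the ratio was 0.835 (95% interval 0.581 to 1.17). Since the intervals of 3 of the other 18 autosomes also held 1, a gain cannot be told apart from ordinary variation between chromosomes. Removal of regions that were also strong in the control library may leave such gaps and was not tested.

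No peak lay on chromosome X or Y. At the lowest density of any autosome, 43.1 peaks would lie on X, which argues against chance. With 1 X copy and so fewer reads, 3.74 peaks would still be reached at the lowest autosomal density of peaks with 20 reads or more, and 9.35 (7.85 to 11.1) at the mean density, which argues against copy number as the whole cause. Omission of X in a processing step stays open, as does a difference in binding on X, and neither was tested.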

How the results depend on the processing

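Chosen after seeing the data were the comparisons with autosomal genes only, without the study's targets, and by mean score. No paired analysis was possible because each group had 1 library. Leaving out chromosome Y and unplaced contigs removed no peak, so it tested nothing and is not counted here. Of 51 other alternative values for the main results, 27 stayed within their interval, their side of the threshold or 1.5 times the main count, and 0 reversed. Peaks with at least 15 reads numbered 505, with 190 genes within 20 kb and 1 gene list past the threshold. That list, the matrix genes, passed with the study targets Sdc4, Fbln2 and Col8a1 among its genes. Peaks with at least 18 reads numbered 233, with 77 genes, 0 lists, 6.01% within 1 kb of a TSS, 6.01% in promoters and 49.8% between genes. Fewer peaks lower the counts by construction, and the cause of the changed shares was not tested. Windows of 5, 50 and 100 kb gave 155, 525 and 653 genes, and within 3 kb of a TSS lay 14.5% of peaks, as wider windows must. Within 10 kb, 4 lists passed, and without the study's targets 3, against 7 with the settings of the report. Random placement within 1 Mb of each peak gave ratios of 3.52 within 1 kb and 1.05 within 100 kb. The ratio of the RUNX core to its background was 3.04 in the central 100 bp, 2.39 over the whole peak, 1.72 against windows matched on GC content and 2.16 for peaks with at least 18 reads, where the cause was not tested. It was 9.63 for TGTGGTT and 4.88 for TGYGGT, which are rarer by chance. The mean score near a TSS minus that elsewhere was -0.561 (2-sided permutation p = 0.0357), past the threshold. The medians tied, so their test could not pass it. For the 7 lists past the threshold, 21 of 63 alternative values lost the call, and for the 8 lists that were not, 1 of 72 gained it. Depth limits the ranking of peaks: the median of 15 reads has a Poisson interval of 8.40 to 24.7.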

Other observations

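The comparison of the TGCGGT and TGTGGT forms and the genes named in the last paragraph were chosen after the motif counts and annotations had been seen.

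Near gene starts, 2 forms of the RUNX site were about equally frequent. The form TGCGGT was found in 42.4% of the 85 peaks within 1 kb of a TSS (Wilson interval 32.4% to 53.0%) and in 15.3% of the other 792 (12.9% to 18.0%), whereas TGTGGT was found in 43.5% (33.5% to 54.1%) and 79.5% (76.6% to 82.2%). In 1700 windows at the same distances from randomly drawn TSSs, TGCGGT was found in 4.18% (3.32% to 5.24%) and TGTGGT in 10.2% (8.83% to 11.7%).

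The CTCF core, a site of the chromatin insulator protein, was found in 20 peaks, or 2.28% (1.48% to 3.50%), against 0.171% of flanks (0.0582% to 0.502%). The EGR site was found in 19 peaks, or 2.17% (1.39% to 3.36%), against 0.684% of flanks (0.392% to 1.19%). The NF-kB site was at 2.28% of peaks and 2.05% of flanks. GC content was 48.7% in the central 200 bp of the peaks and 44.1% in the flanks. These comparisons with flanks are therefore not matched on base composition.

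The intron given for the Pmp22 peak is 1 of 6 cases in which the transcript named for a peak lies on another chromosome in the RefSeq annotation used here, out of 482 peaks whose named transcript was found in it. All 6 are microRNA genes, and the other 5 peaks are nearest to Dip2b, Zfp810, Tmx1, Acap2 and Mir6362.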
